# Neuropeptides: Developmental Signals in Placode Progenitor Formation

**DOI:** 10.1016/j.devcel.2013.07.001

**Published:** 2013-07-29

**Authors:** Laura Lleras-Forero, Monica Tambalo, Nicolas Christophorou, David Chambers, Corinne Houart, Andrea Streit

## Abstract

Few families of signaling factors have been implicated in the control of development. Here, we identify the neuropeptides nociceptin and somatostatin, a neurotransmitter and neuroendocrine hormone, as a class of developmental signals in both chick and zebrafish. We show that signals from the anterior mesendoderm are required for the formation of anterior placode progenitors, with one of the signals being somatostatin. Somatostatin controls ectodermal expression of *nociceptin*, and both peptides regulate *Pax6* in lens and olfactory progenitors. Consequently, loss of somatostatin and nociceptin signaling leads to severe reduction of lens formation. Our findings not only uncover these neuropeptides as developmental signals but also identify a long-sought-after mechanism that initiates *Pax6* in placode progenitors and may explain the ancient evolutionary origin of neuropeptides, predating a complex nervous system.

## Highlights

• Anterior mesendoderm promotes sensory progenitor specification
• Neuropeptides promote lens and olfactory epithelium fate
• Neuropeptides induce Pax6, the master regulator of eye formation

## Introduction

In the vertebrate head, multipotent progenitor cells give rise to crucial components of sense organs and sensory ganglia (Schlosser, 2010, Streit, 2007). They reside in the ectoderm next to the anterior neural plate, where they are induced by FGFs combined with Wnt and BMP attenuation (Ahrens and Schlosser, 2005, Brugmann et al., 2004, Litsiou et al., 2005). Although they generate cells as diverse as lens fibers and olfactory sensory neurons, they are initially competent to form any placode and share a common developmental program: at neurula stages, all sensory progenitors are specified as lens and diversify later under the influence of inductive signals from surrounding tissues (Bailey et al., 2006, Baker et al., 1999, Bhattacharyya and Bronner-Fraser, 2008, Gallagher et al., 1996, Groves and Bronner-Fraser, 2000, Henry and Grainger, 1987, Jacobson, 1963, Martin and Groves, 2006, Schlosser, 2010, Streit, 2007).

One of the key factors initiating the lens program is the paired box transcription factor Pax6 (Cvekl and Duncan, 2007, Lang, 2004). Consistent with its expression in lens and olfactory precursors (anterior placode progenitors [aPPs]), Pax6 mutations in humans and mice lead to severe eye and olfactory abnormalities (Grindley et al., 1995, van Heyningen and Williamson, 2002). Indeed, Pax6 is one of the most striking examples of a master regulator: its misexpression not only induces ectopic eyes in flies and vertebrates, but its function is so conserved that vertebrate Pax6 does so in *Drosophila* (Chow et al., 1999, Halder et al., 1995). It is therefore surprising that the tissues and signals that initiate *Pax6* expression—and thus aPP specification—are unknown. Here, we demonstrate that the anterior mesendoderm is required for aPP formation and regulates *Pax6*. It does so by secreting the neuropeptide somatostatin (SST), which in turn activates *nociceptin* (*Noc*) in the overlying ectoderm. Together, these neuropeptides control aPP fate as an early step in lens and olfactory epithelium development.

## Results

### Identification of Somatostatin and Nociceptin as Potential Developmental Signals

Consistent with its function, *Pax6* is initially confined to future lens and olfactory cells (aPPs). However, chick posterior placode progenitors (pPPs; inner ear and epibranchial ganglia) upregulate *Pax6* within only 5 hr when cultured in isolation and ultimately turn into lenses (Bailey et al., 2006), providing an experimental paradigm to screen for new *Pax6* regulators. Transcriptome comparison of four different cell populations (HH6 aPPs and pPPs before and after 5 hr culture) reveals 136 *Pax6* coregulated transcripts. Among these, only four encode signaling molecules, including the propeptide for the opioid-related *Noc* (Figure S1 available online); the receptor for another neuropeptide, SST, is enriched in aPPs. This raises the intriguing possibility that in addition to their well-known functions in the adult nervous system and neuroendocrine modulation (Gahete et al., 2010), they may also play a role during development.

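The deposited data hold 10 Affymetrix chicken arrays of these 4 cell populations, 1 sample per array. There are 3 arrays of aPPs and 3 of pPPs that were not cultured, and 2 of aPPs and 2 of pPPs cultured as explants in collagen for 5 hr. None is of tissue left in the embryo for the same 5 hr. On these arrays an effect of culture therefore cannot be told apart from one of the added age. The stage range in the sample labels is wider than the HH6 of the paper. The authors amplified and labelled the RNA with a NuGEN Ovation kit and calculated a MAS5 signal for each probe set, a linear intensity in arbitrary units. These deposited signals are not scaled to a common level between arrays, since the trimmed mean of an array lies between 53.0 and 168. They were therefore quantile normalized over the 10 arrays, a choice made after these levels had been seen. Before taking log2, an offset of 16 was added to each signal. Fold changes were taken from these log2 values, so that the fold change of a dim gene is smaller than the ratio of its signals. Of 38439 probe sets, the 21591 with a MAS5 present call on at least 2 of 8 arrays were tested, and they stand for 9760 named genes. Differences between the 4 group means were tested with limma in 1 model of all 10 arrays, and p-values were adjusted by the Benjamini-Hochberg method. Present calls of the other 2 arrays were not used, because 2 columns of the deposited table carry the same name, cultured aPP set 2. The signals in 1 of these columns are those of the sample labelled cultured pPP set 2. The condition of that array was taken from its sample label, and array values that bear on it are given at the end. The number of arrays limits the precision: in simulated data with the spread of these arrays, 88 of 100 probe sets changed 2-fold between aPPs and pPPs were called, and 15 of 21391 unchanged ones. The changed probe sets were drawn from those brighter than the median, and the change was made after 16 had been added. Recovery of dim genes was therefore not measured.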

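Before culture 5 of 20 genes of the nonneural ectoderm and 6 of 14 BMP targets were higher in aPPs than in pPPs, and 4 of 13 FGF targets and 3 of 16 neural plate genes were lower. None of these lists passed the camera test with an estimated correlation (adjusted p = 0.21, 0.152, 0.152 and 0.273). FIBIN was the named gene with the largest increase, with a normalized signal of 1278 ± 348 (SD, n = 3) in aPPs and 64.8 ± 35.3 (SD, n = 3) in pPPs. This is a log2 difference of 4.08 (standard error 0.31, adjusted p = 2.97e-06 from limma). The transcription factor SP8 was lower in aPPs, at 120.0 ± 5.36 (SD, n = 3) against 1093 ± 205 (SD, n = 3) in pPPs, a log2 difference of -3.01 (standard error 0.16, adjusted p = 7.77e-08 from limma). FST, which encodes a secreted antagonist of activin and BMP, and the transcription factors ZIC1 and ZIC2 were also lower in aPPs, with log2 differences of -3.60, -2.88 and -2.78 (adjusted p = 1e-06, 0.000258 and 2.49e-05 from limma).
Of 20 genes of the nonneural ectoderm, 5 were higher in aPPs and none was lower (10 higher and 1 lower when adjusted over the list alone; camera adjusted p = 2.34e-06, and adjusted p = 0.21 with an estimated correlation). They include the keratin gene KRT7, with 1101 in aPPs and 366 in pPPs, and EPAS1, with a log2 difference of 2.49 (adjusted p = 0.00023 from limma). Of 14 BMP targets, 6 were higher and none was lower (8 higher and 2 lower when adjusted over the list alone; camera adjusted p = 7.63e-06, and 0.152 as adjusted p with an estimated correlation). Among them is BAMBI, an inhibitor of BMP and TGF-beta receptors, with a log2 difference of 1.80 (adjusted p = 0.000298 from limma). Without normalization BAMBI and KRT7 did not pass (adjusted p = 0.218 and 0.407 from limma). Of 13 FGF targets, 4 were lower in aPPs and none was higher (5 lower when adjusted over the list alone; camera adjusted p = 0.0013, and 0.152 as adjusted p with an estimated correlation). The phosphatase genes DUSP5, at least 4.25-fold lower, and DUSP4, with a log2 difference of -1.02, are among them. Of 16 neural plate genes 3 were lower and none was higher (4 lower when adjusted over the list alone; camera adjusted p = 0.00107, and adjusted p = 0.273 with an estimated correlation), among them ZEB2, at least 7.62-fold lower. Markers of other tissues were higher in aPPs as well. Of 12 mesendoderm and endoderm genes, 3 were higher and 1 was lower (6 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.000584, and adjusted p = 0.276 with an estimated correlation). Of 19 mesoderm genes, 3 were higher and 1 was lower (8 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.000228, and adjusted p = 0.276 with an estimated correlation). Of 10 blood and endothelium genes, 1 was higher and none was lower (3 higher when adjusted over the list alone; camera adjusted p = 0.00888, and adjusted p = 0.213 with an estimated correlation).
In all, 254 probe sets were higher and 154 were lower in aPPs than in pPPs at an adjusted p under 0.05. PAX6 had a signal of 64.5 ± 33.5 (SD, n = 3) in aPPs and 26.5 ± 9.73 (SD, n = 3) in pPPs, a log2 difference of 0.87 (standard error 0.27, adjusted p = 0.156 from limma). Each aPP array lay above each pPP array (lowest 44.1, highest 35.8), which has a two-sided exact permutation p of 0.1, the smallest that 3 arrays against 3 allow. This test left out the pairing of aPPs and pPPs by set. Probe sets higher both in aPPs and in cultured pPPs than in pPPs were taken as coregulated with Pax6, since the text of the paper gives no definition. There were 74, of which 55 carry 1 gene symbol and stand for 44 genes. PADI1, which encodes an enzyme that converts arginine to citrulline, had 24.8 ± 15.0 (SD, n = 3) in pPPs, 199 ± 89.9 (SD, n = 3) in aPPs and 444 ± 106 (SD, n = 2) in cultured pPPs. The transcription factor gene RREB1 had 109 in pPPs, 357 in aPPs and 380 in cultured pPPs. MSX2, a homeobox gene not detected in pPPs, was at least 2.09-fold higher in aPPs and at least 2.84-fold higher in cultured pPPs. Of the 74 probe sets, 70 were also higher in cultured aPPs than in pPPs, but low values on these same pPP arrays had picked the 74. Against uncultured aPPs, 10 of the 74 were called higher in cultured aPPs and none lower. PAX6 was higher there too (log2 difference 2.30, adjusted p = 0.000596 from limma).
Both comparisons that define coregulation use the same 3 pPP arrays. Across probe sets, which are not independent replicates, their log2 differences had a correlation of 0.323 and a covariance of 0.0369, and simulated groups without any difference had 0.446 and 0.0186 from the shared arrays. The simulation did not include the pairing of aPP and pPP sets, so these are not no-change values for the paired arrays. The count of 408 between aPPs and pPPs was 58 without normalization, 251 without the filter on detection, 180 without pPP set 2 and 219 without aPP set 3. The coregulated count was 119 with the set number as a replicate block, 41 without the filter, 2 without normalization, 33 without pPP set 2 and 23 without the array labelled cultured pPP set 1. The paper takes explanted pPPs, which turn on Pax6, as a paradigm in which to screen for regulators of Pax6, and presents the coregulated transcripts as the outcome of this screen.

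**Figure D1:**
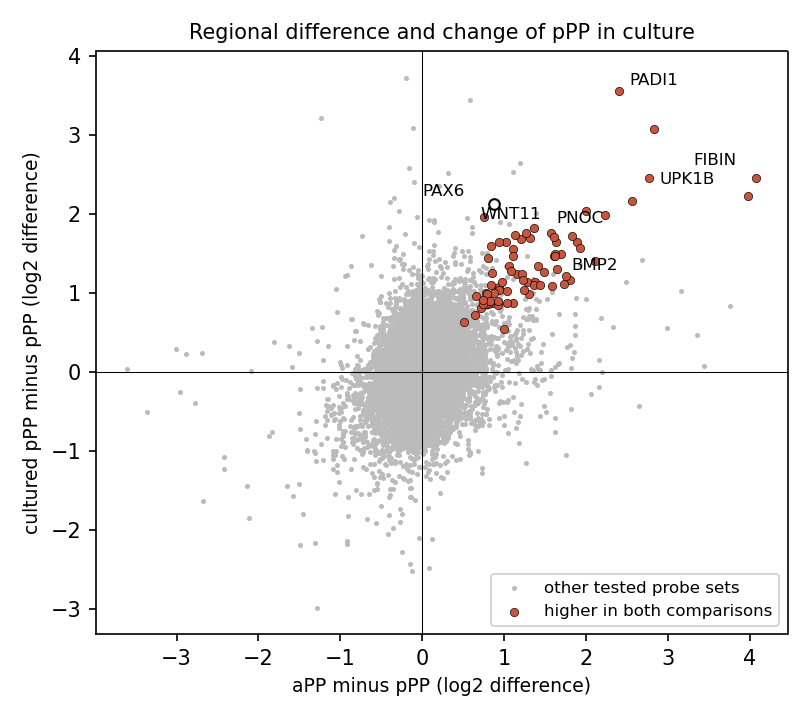
Log2 difference of each tested probe set between cultured pPPs and pPPs (vertical axis) against that between aPPs and pPPs (horizontal axis). Red points are the 74 probe sets higher in both comparisons, grey points are the other tested probe sets, and the open circle is PAX6.

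**Figure D2:**
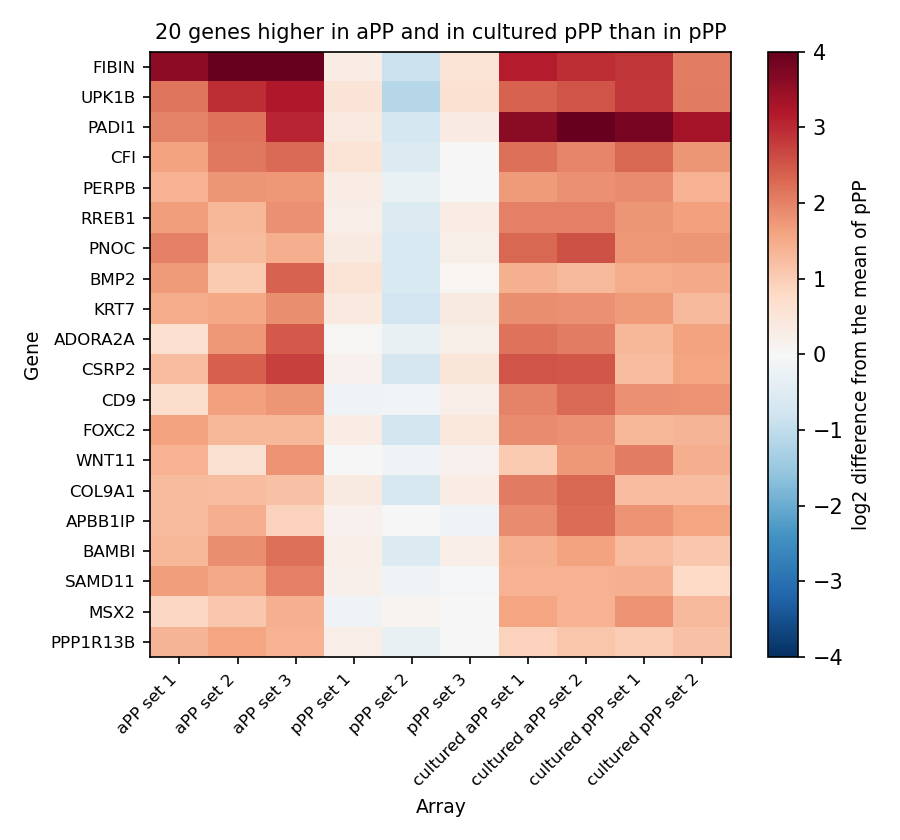
Log2 difference of each array from the mean of the pPP arrays (color scale) for the 20 named coregulated genes (vertical axis) on the 10 arrays (horizontal axis). The aPP, cultured aPP and cultured pPP arrays are above the pPP mean for these genes.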

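Genes of signaling molecules were picked by patterns in the gene symbol. Of the 217 measured, 107 had a tested probe set, and 3 of these were higher both in aPPs and in cultured pPPs than in pPPs. They are PNOC, which encodes the propeptide of Noc, BMP2 and WNT11. PNOC had a signal of 360 ± 106 (SD, n = 3) in aPPs and 113 ± 41.8 (SD, n = 3) in pPPs. With the offset added PNOC was 2.97-fold higher in aPPs, a log2 difference of 1.57 (standard error 0.24, adjusted p = 0.00191 from limma). Its other tested probe set had a log2 difference of 1.27 and did not pass (adjusted p = 0.0755 from limma). BMP2, a ligand of the BMP family, had 236 ± 111 (SD, n = 3) in aPPs and 60.3 ± 29.0 (SD, n = 3) in pPPs, and 188 ± 3.64 (SD, n = 2) in cultured pPPs. Its log2 differences to pPPs were 1.70 for aPPs and 1.49 for cultured pPPs (adjusted p = 0.00595 and 0.021 from limma). WNT11, a Wnt ligand, had 48.3 ± 24.6 (SD, n = 3) in aPPs, 9.38 ± 2.72 (SD, n = 3) in pPPs and 71.2 ± 25.2 (SD, n = 2) in cultured pPPs. Its log2 differences to pPPs were 1.27 and 1.76 (adjusted p = 0.0242 and 0.00471 from limma).
The SST receptor gene SSTR5 had a signal of 29.7 ± 4.44 (SD, n = 3) in aPPs and 17.8 ± 5.04 (SD, n = 3) in pPPs, a log2 difference of 0.44 (standard error 0.18, adjusted p = 0.354 from limma). Its lowest aPP array, at 25.8, lay above its highest pPP array, at 23.6. Chance separates 3 arrays from 3, in one order or the other, in 10% of cases if their pairing by set is left out. SST1, the gene of the SST propeptide, had 314 ± 131 (SD, n = 3) in aPPs and 62.3 ± 29.0 (SD, n = 3) in pPPs. With the offset added SST1 was 4.19-fold higher in aPPs, a log2 difference of 2.07 (standard error 0.28, adjusted p = 0.000732 from limma). A further probe set of SST1 gave a log2 difference of 2.16 (adjusted p = 0.000614 from limma). SST1 was also counted with the mesendoderm and endoderm genes, whose median log2 difference between aPPs and pPPs was 1.01. Of that list HHEX had 926, 222 and 1391 and SOX17 98.6, 11.9 and 173 in aPP sets 1, 2 and 3. OPRL1, the receptor of Noc, had 48.3 ± 7.00 (SD, n = 3) in aPPs and 71.6 ± 11.4 (SD, n = 3) in pPPs, a log2 difference of -0.44 (adjusted p = 0.392 from limma). The opioid receptor gene OPRM1 had a log2 difference of 0.17 (adjusted p = 0.901 from limma). SSTR1, SSTR4, OPRD1 and OPRK1 had too few present calls to be tested. Of the 8 neuropeptides and receptors tested, 2 were higher in aPPs and none was lower (3 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.0982, 0.000286 with all probe sets per gene, 0.0243 without normalization, 0.0707 with trimmed-mean scaling, 0.141 with the replicate block, and adjusted p = 0.284 with an estimated correlation).
The higher signal of WNT11 in aPPs did not pass the test without aPP set 1 or 3 or pPP set 1 or 2 (adjusted p = 0.0632, 0.122, 0.0683 and 0.126 from limma), with an offset of 64 (adjusted p = 0.0647) or without the filter on detection (adjusted p = 0.0697), nor did that in cultured pPPs without the array labelled cultured pPP set 1 (adjusted p = 0.125). BMP2 in cultured pPPs did not pass it without pPP set 2 (adjusted p = 0.0833) or without the array labelled cultured pPP set 1 (adjusted p = 0.174) or set 2 (adjusted p = 0.0793), and without normalization PNOC, BMP2, WNT11 and SST1 did not pass it.

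**Figure D3:**
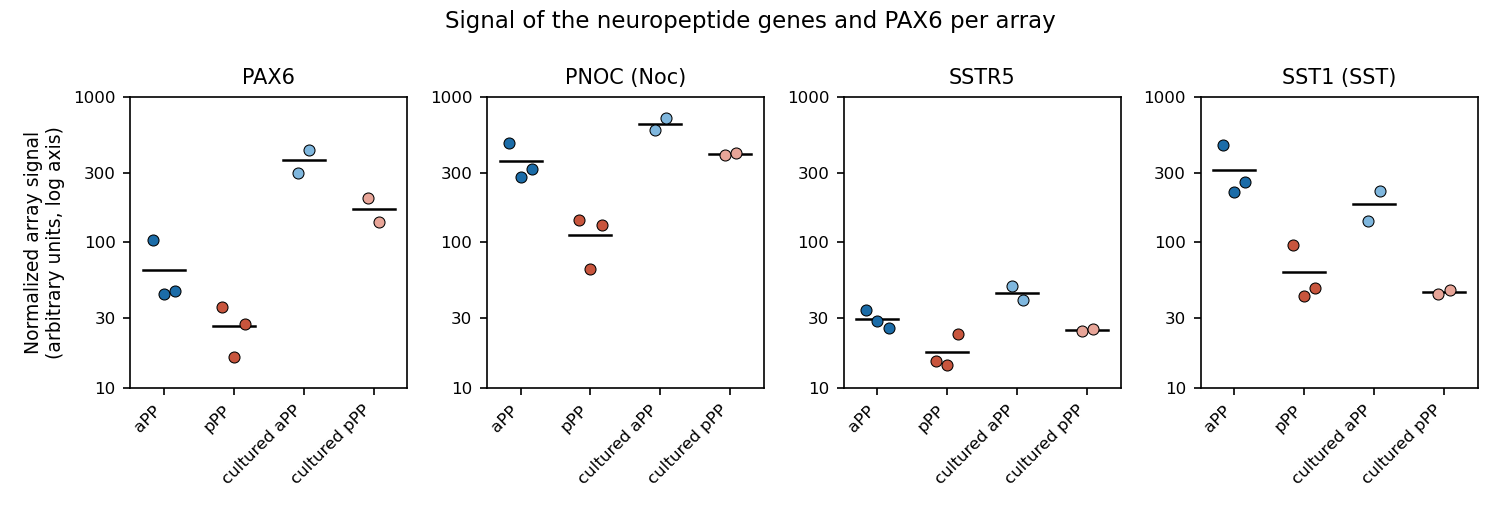
Normalized array signal in arbitrary units on a log axis for PAX6, PNOC, SSTR5 and SST1, with 1 point per array and a line at the mean of each group. The aPP arrays lie above the pPP arrays for each of these genes.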

We therefore surveyed the expression of *Noc* and *SST* and their receptors from primitive streak to early somite stages. The *SST* prepropeptide and the processed peptide are expressed in the anterior mesendoderm underlying *Pax6*^+^ aPPs (Figures 1A–1C, 1A′, S1Ca–S1Cf, S2A, and S2B). In contrast, its receptor *SSTR5* and *Noc* (Figures 1D–1I, 1F′, and 1H′) are restricted to aPPs in the overlying ectoderm, where they colocalize with *Pax6* (Figures 1J–1L); both are downregulated rapidly in aPPs after the HH8. Thus, *Noc* and *SSTR5* represent aPP-specific transcripts. Like *Noc* mRNA, the processed peptide is present in the ectoderm (Figures S1Cg–S1Cl). Noc signaling is mediated by its cognate G protein-coupled receptor opiate receptor-like 1 (OPRL1) and, due to a change in the N-terminal amino acid in most nonmammalian vertebrates, by δ, κ, and μ opioid receptors (Danielson et al., 2001) (Figures S1Aa and S1Ab). At neural plate stages, all opioid and other SST (*STTR1*, *STTR3*, *STTR4*) receptors are broadly expressed in the ectoderm including placode progenitors (Figures S2Ac–S2Aj and S3Aa–S3Al). Thus, the expression of both neuropeptides and their receptors is consistent with a role in initiating *Pax6* expression and in specifying progenitors for the olfactory epithelium and the crystalline lens.

**Figure 1:**
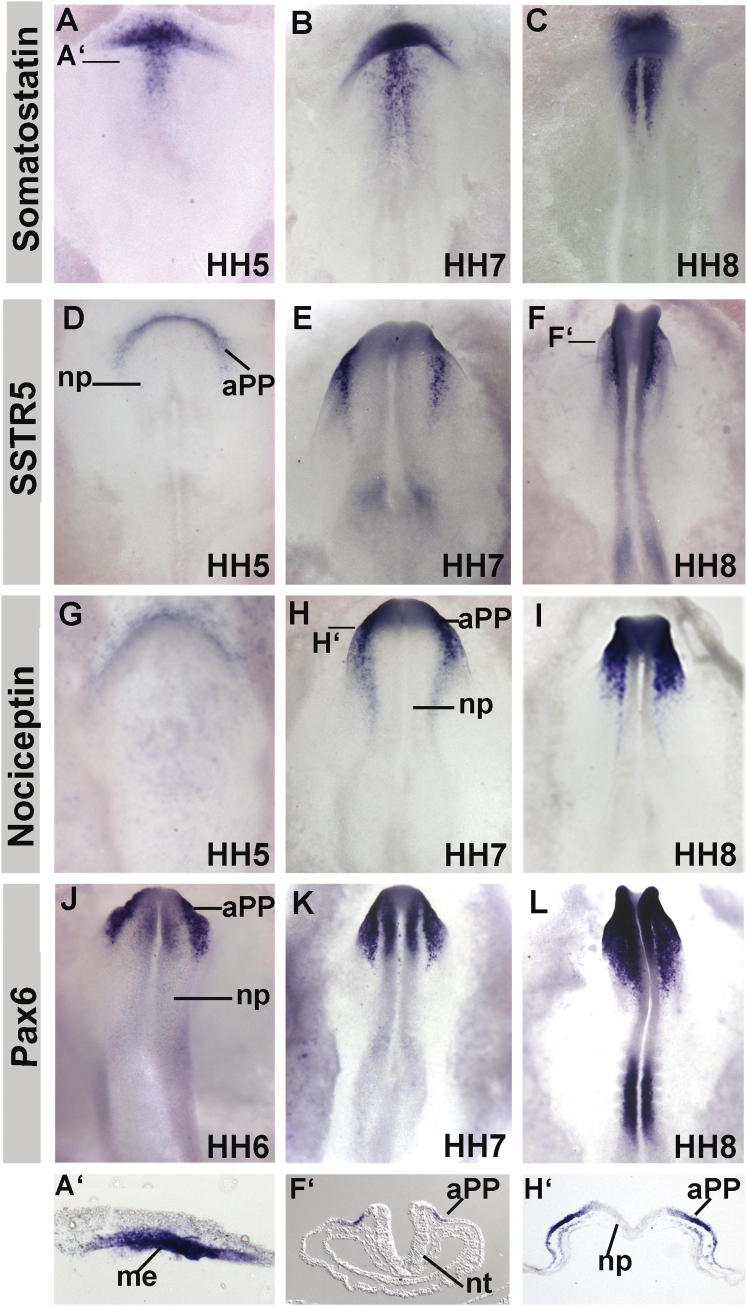
Expression of *SST*, *SSTR5*, *Noc*, and *Pax6* In situ hybridization for *SST* (A–C ventral view; A′ transverse section), *SSTR5* (D–F dorsal view; F′ transverse section), *Noc* (G–I dorsal view; I′ transverse section), and *Pax6* (J–L dorsal view). Stages are indicated in the right corner of each panel. Black lines in (A)–(L) indicate the level of the sections. aPP, anterior placode progenitors; me, mesendoderm; np, neural plate; nt: neural tube. See also Figure S1.

### Somatostatin Signaling from the Anterior Mesendoderm Promotes Placode Progenitor Fate

*SST* is expressed in the anterior mesendoderm, a tissue implicated in forebrain patterning (Dale et al., 1997, Foley et al., 1997, Wilson and Houart, 2004, Withington et al., 2001). To test whether mesendoderm-derived signals are required for aPP identity, we ablated this tissue unilaterally in HH4^+^/HH5^−^ embryos (Figures 2A, S2Ba, and S2Bb). We find that *Pax6* (1 out of 14, 7% *Pax6*^+^; Figures 2B and 2B′) and the general PP marker *Eya2* (0 out of 4 *Eya2*^+^; Figure S2Be) are absent 5–6 hr thereafter, whereas sham-operated embryos are normal (Figure S2Bf). Likewise, *Noc* transcripts are reduced at 5–6 hr and completely lost 16 hr after ablation (0 out of 7 *Noc*^+^; Figures 2C and 2C′), as is *SSTR5* (0 out of 9 *SSTR*^+^; Figures 2D and 2D′). In contrast, the posterior ectoderm marker *Gbx2* (n = 4) and nonneural ectoderm marker *Dlx5* (n = 4) are unaffected (Figures S2C and S2D). Can SST rescue the expression of aPP markers? After mesendoderm removal, local exposure to SST-, but not DMSO-, coated beads (Figures S2Bg–S2Bh′) rescues *Pax6* (3 out of 3 *Pax6*^+^; Figures 2E–2E″) and *Noc* expression (5 out of 5 *Noc*^+^; Figures 2F and 2F′) after 16 hr culture. Thus, the anterior mesendoderm provides key signals to promote aPP identity, SST being one of these signals.

**Figure 2:**
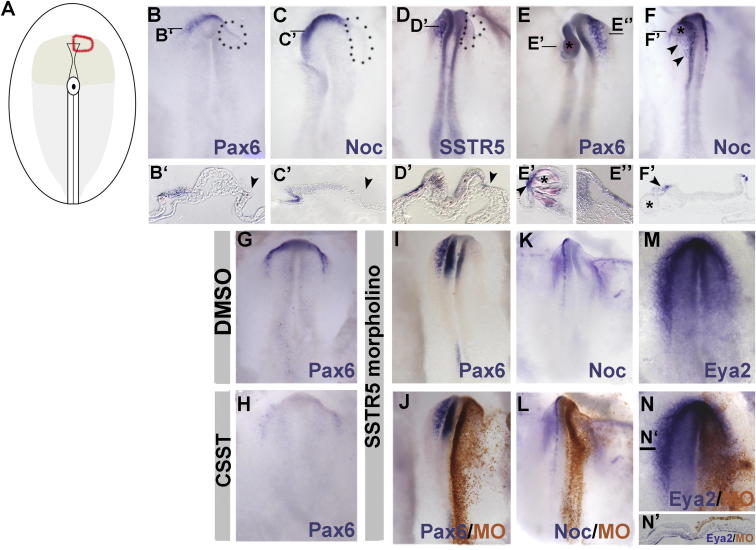
SST Is Required for aPP Character (A) Unilateral ablation of axial and paraxial mesendoderm (red line); light gray indicates mid- and hindgut endoderm, and gray shows foregut endoderm. (B–F) *Pax6* (B and B′), *Noc* (C and C′), and *SSTR5* (D and D′) after mesendoderm ablation (dotted lines); *Pax6* (E and E′) and *Noc* (F and F′) after mesoderm ablation and SST bead graft. SST-coated beads (^∗^) restore *Pax6* (E–E″) and *Noc* (F and F′) after ablation (arrowheads). Lines in (B)–(F) indicate the level of sections shown in (A′)–(E′). (G and H) *Pax6* after DMSO (G) or CSST (H) treatment. (I–N) *Pax6* (I and J), *Noc* (K and L), and *Eya2* (M, N, and N′) in SSTR5 morphants. (J), (L), and (N) show the same embryos as in (I), (K), and (M), respectively, after MO detection (brown). See also Figure S2.

To assess whether SST signaling is required for aPP character, we used two different approaches. First, HH4 embryos were cultured with the SST antagonist cyclosomatostatin (CSST) or vehicle control (DMSO). At HH6/HH7, *Pax6* expression is absent in CSST (4 out of 18, 22% *Pax6*^+^; Figure 2H) but present in DMSO-treated controls (6 out of 6 *Pax6*^+^; Figure 2G). Second, we asked whether the receptor SSTR5 mediates SST function. Control or SSTR5 translation-blocking morpholinos (MOs) were electroporated into future aPPs at HH4. Like mesendoderm ablation, SSTR5 knockdown leads to a loss of *Pax6* (1 out of 13, 8% *Pax6*^+^; Figures 2I and 2J), *Noc* (5 out of 19, 26% *Noc*^+^; Figures 2K and 2L), and *Eya2* (0 out of 6 *Eya2*^+^; Figures 2M, 2N, and 2N′) at HH6-8, whereas control MOs have no effect (Figures S2Bi–S2Bn). Together, these results show that SST signaling from the anterior mesendoderm is crucial for the specification of lens and olfactory progenitors by controlling the onset of *Pax6* and other PP-specific transcripts.

### Signals from the Posterior Head Mesoderm Repress aPP Markers

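In isolated pPPs PAX6 and PNOC rose within 5 hr, while HESX1, SIX3 and OTX2 fell. PAX6 reached 169 ± 45.6 (SD, n = 2) in cultured pPPs. Its log2 difference to pPPs was 2.13 (standard error 0.31, adjusted p = 0.0012 from limma), a fold change of 4.36 with the offset added. This fold change is smaller than the ratio of the signals. PNOC reached 402 ± 7.79 (SD, n = 2), with a log2 difference of 1.76 (standard error 0.27, adjusted p = 0.00172 from limma) and a fold change of 3.38 with the offset added. A further probe set of PNOC had a log2 difference of 0.67 and did not pass (adjusted p = 0.378 from limma). HESX1, a homeobox gene of the anterior ectoderm and forebrain, fell from 446 ± 57.7 (SD, n = 3) to 69.1 ± 4.35 (SD, n = 2), a log2 difference of -2.44 (standard error 0.20, adjusted p = 6.82e-06 from limma). The homeobox genes SIX3 and OTX2 fell as well, with log2 differences of -1.98 and -1.06 (adjusted p = 0.00123 and 0.00209 from limma). In cultured aPPs PAX6 also rose (2.30, adjusted p = 0.000596 from limma, 0.132 without normalization) and HESX1 fell (-1.63, adjusted p = 0.000288), while SIX3 had 0.11 (adjusted p = 0.897). The difference in response between pPPs and aPPs did not pass for PAX6, HESX1 or SIX3 (adjusted p = 0.965, 0.589 and 0.107 from limma).
Of 13 anterior placode and anterior ectoderm genes, 2 rose and 3 fell in cultured pPPs (4 and 4 when adjusted over the list alone; camera adjusted p = 0.759). Of 10 otic and epibranchial genes, 1 rose and none fell (1 when adjusted over the list alone; camera adjusted p = 0.492), and GBX2, a posterior homeobox gene, had 198 ± 39.0 (SD, n = 3) in pPPs and 208 ± 6.31 (SD, n = 2) in cultured pPPs. Of 18 neural crest genes, 6 rose and 1 fell (10 and 1 when adjusted over the list alone; camera adjusted p = 9.96e-06, and adjusted p = 0.079 with an estimated correlation). With the offset added, the transcription factor gene TFAP2B rose 9.25-fold and DRAXIN 2.08-fold. Of 13 FGF targets, 3 fell and none rose (4 fell and 1 rose when adjusted over the list alone; camera adjusted p = 0.00107, and adjusted p = 0.152 with an estimated correlation). DUSP6, an inhibitor of ERK signaling, fell from 772 ± 291 (SD, n = 3) to 158 ± 67.1 (SD, n = 2). Of 14 BMP targets, 3 rose and none fell (6 rose when adjusted over the list alone; camera adjusted p = 0.00742, and adjusted p = 0.276 with an estimated correlation). Of 20 nonneural ectoderm genes, 5 rose and none fell (6 rose when adjusted over the list alone; camera adjusted p = 0.0315, and adjusted p = 0.451 with an estimated correlation). Of 25 genes of the unfolded protein and amino acid response, 7 rose and none fell (8 rose when adjusted over the list alone; camera adjusted p = 2.88e-05, and adjusted p = 0.136 with an estimated correlation), among them ASNS, asparagine synthetase, with a log2 difference of 2.41. Of 22 genes of sterol synthesis, 8 rose and none fell (13 rose and 1 fell when adjusted over the list alone; camera adjusted p = 1.62e-05, and adjusted p = 0.21 with an estimated correlation). Markers of tissues other than ectoderm changed in the same comparison. Of 19 mesoderm genes, 1 rose and none fell (7 rose when adjusted over the list alone; camera adjusted p = 0.00888, and adjusted p = 0.338 with an estimated correlation). Of 10 blood and endothelium genes, 2 rose and none fell (4 rose when adjusted over the list alone; camera adjusted p = 0.0325, and adjusted p = 0.276 with an estimated correlation). Of 12 mesendoderm and endoderm genes, 2 fell and none rose, also when adjusted over the list alone (camera adjusted p = 0.0397, 0.149 with the replicate block, and adjusted p = 0.451 with an estimated correlation). Lower by camera were also the lists of hypoxia and glycolysis, with 1 of 27 up and 2 down (1 and 4 when adjusted over the list alone; adjusted p = 0.0325, and adjusted p = 0.325 with an estimated correlation), and of the cell cycle, with 1 of 33 up and 2 down (1 and 2 when adjusted over the list alone; adjusted p = 0.0157, and adjusted p = 0.305 with an estimated correlation). With trimmed-mean scaling the blood, mesendoderm, hypoxia and cell cycle lists did not pass (camera adjusted p = 0.109, 0.117, 0.228 and 0.109), nor did the last 2 of them without normalization (camera adjusted p = 0.153 and 0.34). PSPH, an enzyme of serine synthesis, had the largest increase of the named genes, from 67.2 ± 2.76 (SD, n = 3) to 1084 ± 96.9 (SD, n = 2). Of 14 housekeeping genes none passed the test (camera adjusted p = 0.469).
In all, 483 probe sets rose and 366 fell in cultured pPPs, 849 together at an adjusted p under 0.05 from limma. The count was 18 without normalization, 516 without the filter on detection, 415 without pPP set 2, 547 without pPP set 3, 164 without the array labelled cultured pPP set 1 and 961 without the array labelled cultured pPP set 2 (425 up and 536 down), and with trimmed-mean scaling 441 were up and 447 down. Without the array labelled cultured pPP set 2, which leaves 1 array in its group, the lists of BMP targets, nonneural ectoderm, mesoderm, mesendoderm, hypoxia and cell cycle did not pass camera. Without normalization the changes of PAX6, PNOC, SIX3 and DUSP6 did not pass limma.

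**Figure D4:**
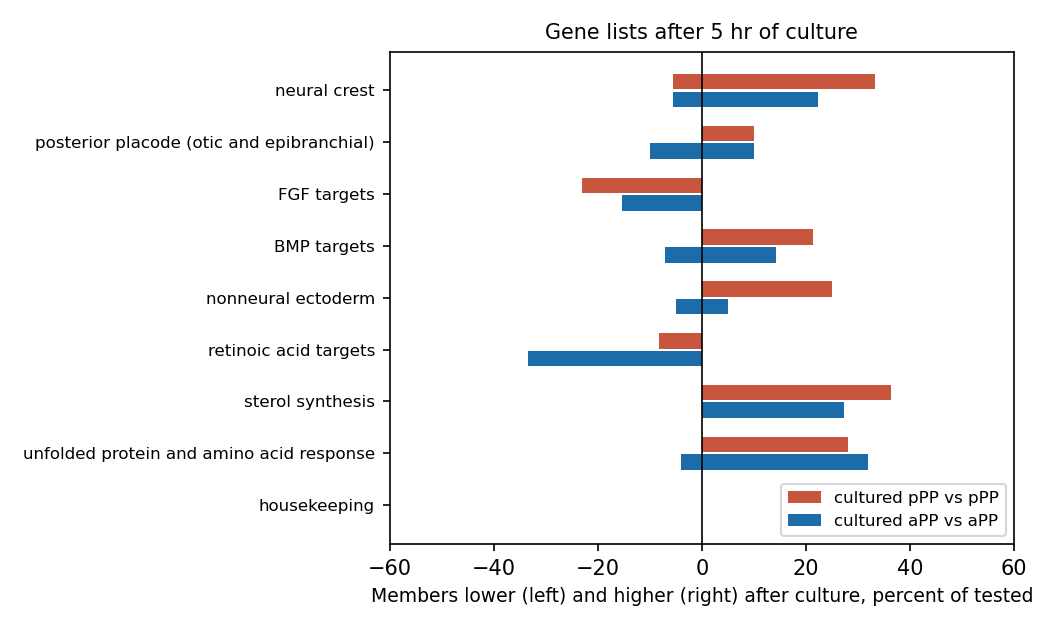
Percent of the tested members of each gene list that were higher or lower after 5 hr of culture at an adjusted p under 0.05, for pPPs (red) and aPPs (blue). Bars to the left of 0 give the percent lower and bars to the right the percent higher, and in cultured pPPs 6 of 18 neural crest genes were higher.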

Although *Pax6* and *Noc* are upregulated in explanted pPPs (Figures S1 and 3A), they are restricted to the aPP region in the embryo (Figure 1), suggesting that anterior fates are actively repressed in vivo. A possible source for such repressive signals is the mesoderm underlying pPPs. To test this, we analyzed *Pax6* and *Noc* expression in pPP explants cultured with and without posterior mesoderm (pM). Indeed, we find that both transcripts are repressed by mesoderm-derived signals (Figure 3Aa). pPPs normally give rise to otic and epibranchial placodes with FGFs being potent inducers of a common otic-epibranchial progenitor domain (Freter et al., 2008, Groves and Bronner-Fraser, 2000, Martin and Groves, 2006, Yang et al., 2013). To test whether FGF signaling is sufficient for aPP inhibition, we cultured pPP explants with FGF2; this induces the otic-epibranchial marker Pax2 (data not shown) (Freter et al., 2008, Groves and Bronner-Fraser, 2000, Martin and Groves, 2006, Yang et al., 2013). Although *Noc* expression does not change significantly when compared to controls, *Pax6* is significantly repressed (Figure 3Aa). To test whether mesoderm-derived FGF signaling is required for *Pax6* repression, we treated pPP/pM explants with the FGF antagonist SU5402; this rescues *Pax6* expression partially but does not restore the expression levels observed in the absence of mesoderm (Figure 3Aa). Together, these findings show that posterior head mesoderm plays a role in patterning the placodal domain by simultaneously promoting posterior and repressing anterior character. Although FGF signaling is involved in this process, other unidentified pathways must cooperate.

**Figure 3:**
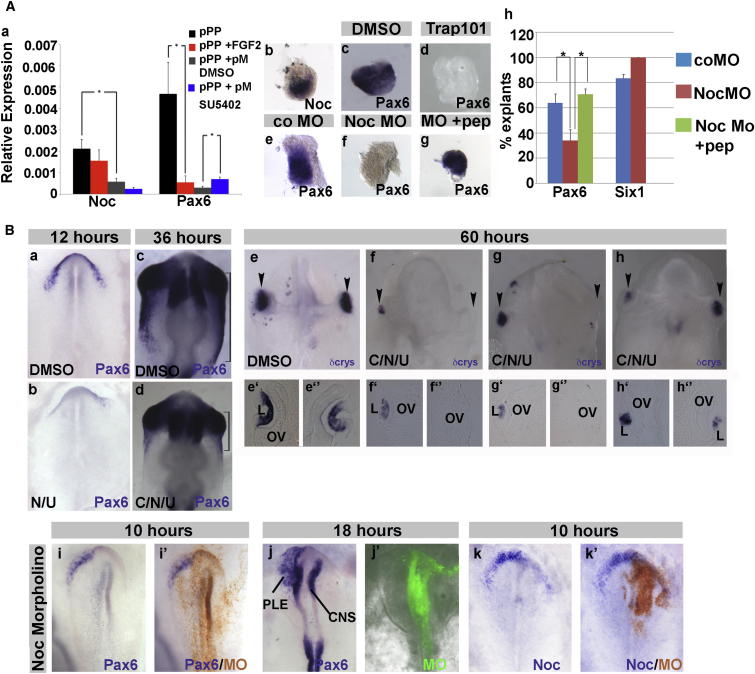
Noc Is Required for aPP Character (A) Regulation of aPP markers in vitro. (a) Quantification of *Noc* and *Pax6* expression by NanoString nCounter in pPP explants cultured alone (black), with FGF2 (red), with posterior head mesoderm (pM; gray), or with posterior head mesoderm and SU5402 (blue). Bars represent means of normalized values ± SE. The asterisk (^∗^) indicates significant differences: p < 0.05. (b) Cultured pPP explants initiate *Noc*. (c and d) *Pax6* after DMSO (c) or TRAP101 (d) treatment. (e–g) *Pax6* in explants cultured with control MOs (e), Noc splice-blocking MOs (f), or Noc MOs and peptide (g). (h) Graph showing Noc knockdown effect on *Pax6* and *Six1*. Bars represent mean values ± SE. The asterisk (^∗^) indicates significant differences: p < 0.05. See also Figure S3. (B) Noc is required for aPP fate in vivo. (a and b) HH4^+^/HH5^−^ embryos cultured for 12 hr in DMSO (a) or opioid receptor inhibitors (b; N/U: naloxone, UFP101). (c and d) *Pax6* in HH4^+^/HH5^−^ embryos treated with DMSO (c) or CSST (C) for 36 hr, naloxone (N) and UFP101 (U); compare brackets in (c) and (d). (e–h) *δ-crystallin* expression in embryos cultured for 60 hr from HH4^+^/HH5^−^ with DMSO (e) or CSST (C), naloxone, and UFP101 (f–h). (f)–(h) show the range of phenotypes, and (e′)–(h″) show sections through the left and right lens (L) regions of the same embryos shown in (e)–(h). OV, optic vesicle. (i–k′) After electroporation of Noc ATG MOs at HH4^−^, embryos were cultured for 10 hr (i and i′, and k and k′) or 18 hr (j and j′). Brown (i′ and k′) and green (j′) indicate electroporated cells.

### Nociceptin Promotes aPPs

*Noc* was identified as a *Pax6* coregulated gene (Figure S1); both genes are coexpressed in aPPs (Figure 1), and like *Pax6*, *Noc* is rapidly upregulated in explanted pPPs (n = 19 out of 22; 86% *Noc*^+^; Figure 3Ab). 

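Noc was among the coregulated genes with the larger changes on the arrays, through 1 of the 3 probe sets of PNOC. In cultured aPPs its signal was 651 ± 88.7 (SD, n = 2), a log2 difference of 0.86 to uncultured aPPs (standard error 0.27, adjusted p = 0.101 from limma) and of 0.67 to cultured pPPs (standard error 0.30, adjusted p = 0.524 from limma). The first of these passed the test with array weights (adjusted p = 0.0429 from limma), without aPP set 1 (adjusted p = 0.0398) and without pPP set 2 (adjusted p = 0.0408). Each cultured pPP array lay above each pPP array, with 396 as the lowest and 143 as the highest signal. A further probe set of PNOC had 139 ± 71.5 (SD, n = 3) in aPPs and 47.3 ± 25.8 (SD, n = 3) in pPPs, a log2 difference of 1.27 that did not pass the test (adjusted p = 0.0755 from limma). It had 86.1 ± 52.0 (SD, n = 2) in cultured pPPs (adjusted p = 0.378 from limma). The third was not detected on any array with calls.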

To test whether *Pax6* upregulation depends on Noc signaling, we used an OPRL1 antagonist. *Pax6* transcripts are present in DMSO-treated control pPP explants (17 out of 23, 73% *Pax6*^*+*^; Figure 3Ac) but absent when Noc signaling is inhibited (11 out of 31, 35% *Pax6*^+^; Figure 3Ad). Likewise, Noc splice MOs, but not control MOs, prevent *Pax6* initiation (Figures 3Ae, 3Af, and 3Ah; controls, 39 out of 64, 61% *Pax6*^+^; experimental, 27 out of 73, 34% *Pax6*^+^). This effect is rescued by the addition of Noc peptide (13 out of 17, 76% *Pax6*^+^; Figures 3Ag, 3Ah, and S3Ca), demonstrating the specificity of the MOs. In contrast, the generic PP marker *Six1* does not change after Noc knockdown (Figure 3Ah, 23 out of 23 *Six1*^*+*^; Figure S3Ca), indicating that Noc specifically promotes anterior character.

To confirm that Noc is required for aPP specification in vivo, we used two strategies. First, HH4 chick embryos were treated with OPRL1 and opiate receptor antagonists; this leads to loss of *Pax6* at HH6 (Figure 3Bb; 0 out of 8 *Pax6*^+^), unlike DMSO-treated controls (Figure 3Ba; 8 out of 11, 72% *Pax6*^+^). Second, we electroporated translation- or splice-blocking Noc MOs, alone or in combination, into stage HH4 chick embryos, targeting future lens and olfactory cells. These produce identical phenotypes: at early somite stages, the expression of general placode progenitor markers (Figures S3Be–S3Bh′; *Six1*^+^, n = 8; *Eya2*^+^, n = 7), the neural crest marker *Pax7* (Figures S3Ba, S3Bb, and S3Bb’; n = 5), and *Otx2* (Figures S3Bc, S3Bd, and S3Bd′; n = 7), an anterior ectoderm marker expressed prior to *Pax6* and *Noc*, are all unaffected. However, like in vitro, in Noc morphants, *Pax6* is severely reduced in lens and olfactory progenitors at head process and early somite stages (Figures 3Bi–3Bj′, 4 out of 14, 29% *Pax6*^+^; Figure S3Cb) as is *Noc* itself (0 out of 4 *Noc*^+^; Figures 3Bj and 3Bj′), whereas control MOs have little effect (Figures S2I–S2L; 7 out of 10, 70% *Pax6*^+^; 7 out of 11, 64% *Noc*^+^). In contrast, the CNS domain of *Pax6* is unaffected as is the expression of *Six3* (n = 9; data not shown) and *Ganf* (n = 2; data not shown) in the forebrain. Thus, Noc does not influence neural plate formation but is required to regulate anterior placode fates by controlling its own expression and that of the master regulator *Pax6*.

So far, our results show that mesendoderm-derived SST initiates *Noc* expression in the overlying ectoderm and that both signals are required for aPP-specific gene expression. Do SST and Noc act in a linear pathway? If so, nociceptin should rescue the SST phenotype. We therefore ablated anterior mesendoderm (the source of SST) or knocked down SSTR5 followed by a graft of Noc-coated beads. Activation of Noc signaling does not rescue *Pax6* expression in the absence of SST (Figure S3D; n = 13). Thus, the two neuropeptides act in parallel, and both are required for *Pax6* expression and, consequently, for aPP specification.

### Lens Defects in the Absence of SST and Noc Signaling

*SST* and *Noc* are transiently expressed in the anterior mesendoderm and anterior preplacodal ectoderm, respectively, and participate in aPP specification by regulating *Pax6* (see above). Does the loss of aPP character affect placode formation at later stages? To assess this, we treated embryos with inhibitors of Noc and SST signaling starting at HH4/HH5^−^. This reduces *Pax6* in the surface ectoderm, but not in the brain, at HH10/HH11 (Figures 3Bc and 3Bd; 7 out of 14, 50% Pax6 reduction; controls: 13 out of 14, 93% normal). At embryonic day 3 (E3), phenotypes vary slightly, with only 12.4% (n = 24) showing normal expression of the lens differentiation marker *δ-crystallin* compared to 70% of DMSO-treated controls (n = 20). Lens placodes or vesicles are absent uni- (12.4%) or bilaterally (16.6%) or are substantially smaller (58.3%; Figures 3Bf–3Bh and 3Bf′–3Bh″) than in controls (Figures 3Be and 3Be′; n = 20; 30% with unilateral small placode). Although patches of *δ-crystallin* show typical placode morphology, they remain small and never invaginate to form a vesicle. In severe cases, optic vesicle morphology is affected because lens-derived signals are required for its normal development (Coulombre and Coulombre, 1964, Yamamoto and Jeffery, 2000, Chow and Lang, 2001). Thus, SST and Noc signaling are critical for aPP specification and therefore for normal lens formation.

### Somatostatin and Nociceptin Functions Are Conserved in Zebrafish

To assess whether neuropeptide function in anterior placode precursor formation is conserved across species, we turned to zebrafish and cloned prepronociceptin b (pnocb). As in chick, *pnocb* is coexpressed with *Pax6b* in aPPs (Figures 4A and 4B), whereas *SST1* (Devos et al., 2002) is expressed in the mesendoderm (Figure 4C). Like in chick, inhibition of SST signaling using the antagonist CSST leads to disruption of *Pax6b* at neural plate stages in a dose-dependent manner (Figures 4D, 4E, and 4O). Noc knockdown using two different MOs alone or in combination results in uni- or bilateral reduction of *Pax6b* (Figures 4G, 4H, and 4O; 32 out of 171, 19% normal *Pax6b*) and *Pitx3* (Figure 4P; 5 out of 58, 9% *Pitx3*^*+*^) in aPPs at neural plate stages. *Pax6b* expression is rescued by growing morphants in the presence of Noc peptide (Figures 4I–4K and 4O). In *pnocb* morphants, the general PP markers *Eya1* and *Six1* are unaffected (data not shown), suggesting that, like in chick, aPPs retain placode progenitor identity but lose their anterior character. In contrast to *Pax6b* reduction in aPPs, its expression in the neural plate is unaffected, as are the neural markers *Rx3*, *Emx1*, *Six3*, and *Irxb* until at least the ten-somite stage (data not shown; n > 25 for each marker). These results show that nociceptin signaling primarily affects placode, but not neural plate, development.

**Figure 4:**
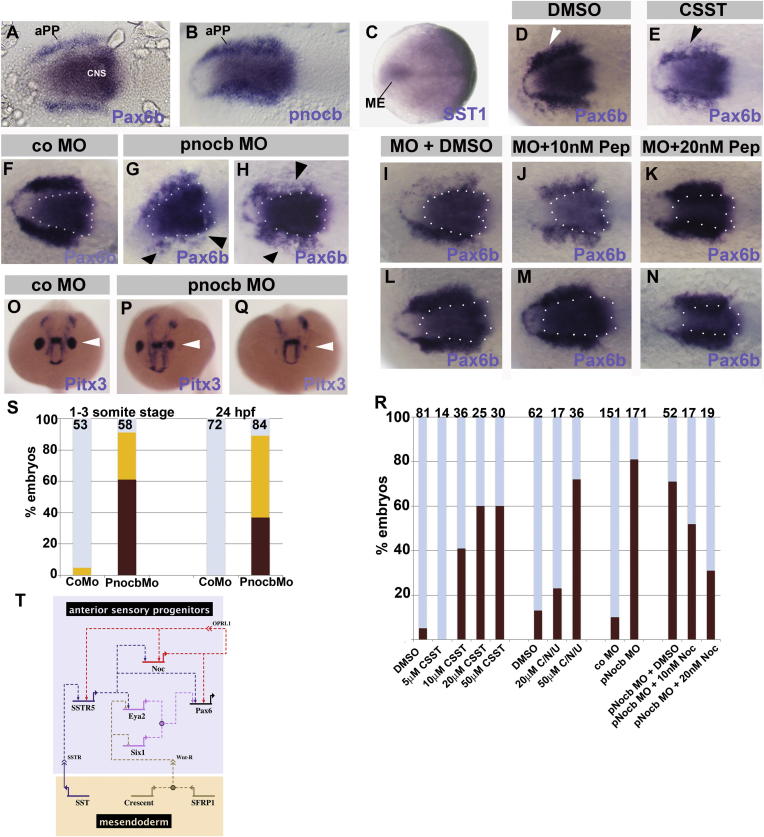
SST and Noc Control aPPs in Zebrafish (A–C) Expression of *Pax6b* (A), *pnocb* (B), and *SST1* (C) in zebrafish at early somite stages: dorsal views, anterior to the left. (D and E) *Pax6b* reduction by CSST (E; arrowhead), but not by DMSO (D; white arrowhead). (F–H) Embryos were injected with control (F) or pnocb MOs (G and H); the latter show *Pax6b* reduction (arrowheads in G and H). Dotted lines indicate CNS expression of *Pax6b*. (I–N) pnocb ATG (I–K) or control (L–N) MO-injected embryos were incubated in DMSO (I and L) or Noc peptide (J, K, M, and N). Dotted lines indicate CNS *Pax6b* expression. (O–Q) Embryos were injected with control (O) or pnocb MOs (P and Q). At 24 hpf (frontal views), *Pitx3* expression reveals asymmetric, small (P; arrowhead) or almost absent lenses (Q; arrowhead). (R) Graph shows *Pax6b* reduction after SST inhibition, SST and Noc inhibition, in Noc morphants and Noc morphants + Noc peptide. Numbers for each treatment are at the top. Brown bars indicate embryos with phenotype, blue bars show normal embryos. (S) Quantification of pnocb morphants with *Pitx3* reduction (yellow) or loss (brown) at early somite stages or 24 hpf. (T) Model for neuropeptide function.

Consistent with the loss of early *Pax6b*, Noc morphants show variable eye phenotypes after 24 hr: their lenses are smaller, asymmetric, or absent (n = 84; Figures 4L–4N and 4P), and as a consequence, the optic vesicles are reduced in size. Simultaneous inhibition of SST and Noc phenocopies the loss of each pathway individually (n = 54; data not shown). Thus, like in chick, *Noc* is coexpressed with *Pax6b* in placode progenitors at the border of the anterior neural plate, whereas *SST1* is expressed in the underlying mesendoderm. Both contribute to the specification of aPPs, and their loss leads to abnormal eye development in chick and zebrafish.

## Discussion

Our findings reveal a function for the anterior mesendoderm in controlling aPP fates as an early step for lens and olfactory development. We identify two neuropeptides, SST and Noc, mediating this process in amniotes and anamniotes (Figure 4T). Mesendoderm-derived SST promotes aPP identity in the overlying ectoderm by regulating *Eya2* and *Noc*. In turn, Noc controls its own expression and, together with SST, the onset of *Pax6*, a key regulator of eye and olfactory fates.

Mice lacking Noc, SST, and their receptors have been generated (Köster et al., 1999, Low et al., 2001, Nishi et al., 1997, Zeyda et al., 2001, Zeyda and Hochgeschwender, 2008). Adult animals do not display obvious sense organ phenotypes, for which several other explanations are possible. First, the mutants have not been examined for defects in lens and olfactory progenitors—the effects of the mutants may be transient or subtle. With respect to SST, a robust phenotype would only be expected when all four SSTRs expressed in sensory progenitors are ablated. Furthermore, a second peptide, cortistatin, is often coexpressed with SST, signals through all SSTRs, and may thus compensate for the absence of SST (Gahete et al., 2008, Zeyda and Hochgeschwender, 2008). Finally, the mammalian Noc prepropeptide contains a second peptide, nocistatin, a Noc antagonist, which is absent in nonmammalian vertebrates (Danielson et al., 2001, Okuda-Ashitaka et al., 1998). This may account for subtle or lack of phenotype in mice. Here, using different tools including tissue ablation, morpholinos, and drugs to interfere with SST and Noc function, we reveal their role in aPP specification. Whether neuropeptides have a similar function in rodents and other mammals remains to be discovered; however, our results are consistent in both amniotes and anamniotes.

Once placode progenitors are specified, they have an autonomous tendency to form a lens when cultured in isolation, regardless of their later fate (Bailey et al., 2006). They do so by initiating *Pax6* followed by the transcription factors controlling lens-specific *δ-crystallin*. However, in the embryo, pPPs never express *Pax6* and never contribute to the lens, suggesting that, in these cells, aPP character must be actively repressed. Here, we show that this is indeed the case: signals from the posterior head mesoderm inhibit aPP-specific genes partly through FGF (this study). When grafted anteriorly, the same mesoderm induces posterior character in the adjacent ectoderm (Kil et al., 2005). In contrast, anterior mesendoderm promotes anterior placode identity, and we show that SST signaling participates in this process by initiating *Noc* and *Pax6* expression. Thus, signals from the underlying mesoderm play a crucial role in patterning the placode progenitor field along the rostro-caudal axis.

In agreement with their role in aPP specification, SST, Noc, and their respective receptors are expressed prior to *Pax6*, and their loss leads to severe reduction of the lens. However, they are likely to act in concert with other signals to impart anterior identity: Wnt and BMP attenuation is important for placode progenitor induction (Ahrens and Schlosser, 2005, Brugmann et al., 2004, Litsiou et al., 2005), whereas retinoic acid, BMP7, and FGF-like signals have been implicated in forebrain patterning (Dale et al., 1997, Halilagic et al., 2003, Sanchez-Arrones et al., 2012). Our data show that SST and Noc specifically control placodal fate, without affecting neural plate patterning. Together, these observations suggest that spatial and temporal integration of different pathways is crucial in aPP specification and in establishing the differences between neural and nonneural components of the cranial sensory nervous system.

Neuropeptides and neurotransmitters are ancient signaling molecules already present in primitive deuterostomes and other invertebrates (Buznikov et al., 2005, Buznikov et al., 2010, Coates et al., 2000, Conzelmann et al., 2011, Elphick, 2010, Elphick and Thorndyke, 2005, Hauser et al., 2006, Hauser et al., 2008). They predate the origin of the CNS. In these systems, they control proliferation and growth (Lauder, 1993); neurotransmitters like serotonin control oocyte maturation and cleavage as well as neuronal differentiation and function (Buznikov et al., 2005, Buznikov et al., 2010). In vertebrates, nonneuronal functions of serotonin include craniofacial development and left-right asymmetry (Levin et al., 2006, Reisoli et al., 2010). The opioid system appeared about 450 million years ago with the emergence of gnathostomes (Larhammar et al., 2009), whereas other neuropeptides were already present earlier (Coates et al., 2000, Elphick, 2010, Elphick and Thorndyke, 2005, Hauser et al., 2006, Hauser et al., 2008). Our findings define unexpected functions for SST and Noc signaling in vertebrate embryos outside the CNS, where they influence cell fate and tissue morphogenesis, suggesting that these may be the ancestral roles of these small molecules, whose functions in the nervous system were co-opted much later during evolution.

## Experimental Procedures

### Chick Embryo Experiments

All chick experiments involve embryos younger than E10 and do not require a UK Home Office license. Embryos were cultured in New (Stern and Ireland, 1981) or Cornish (Nagai et al., 2011) pastry culture. Mesendoderm ablations were performed at HH5^−^. Beads coated with SST, nociceptin, or DMSO (control) were grafted into the ablated area.

CSST (cyclo(7-aminoheptanoyl-Phe-D-Trp-Lys-Thr[Bzl]); Sigma-Aldrich) and naloxone (Sigma-Aldrich) were prepared in DMSO (1 mM), UFP101 (Sigma-Aldrich) in H_2_O (1 mM). For inhibition studies, embryos were preincubated for 1 hr in SST and/or Noc antagonists (1 μM each) or DMSO (0.1%; control) and cultured in their presence for 5–60 hr. For knockdown, experiments were performed using MOs (Gene Tools), which were electroporated as described by Voiculescu et al. (2008).

HH5^+^-6 pPP explants were cultured as described by Bailey et al. (2006). Collagen gels and culture media were supplemented as required with nociceptin antagonists, nociceptin, MOs, FGF2, or SU5402. For coculture with posterior head mesoderm, pPP and mesoderm were dissected separately and recombined before culture.

Embryos and explants were processed for in situ hybridization (Streit et al., 1998) using DIG-labeled antisense probes. For histological sections, embryos were embedded in paraffin and sectioned transversally at 15 μm.

### NanoString nCounter

For each experimental condition, eight to ten pPP explants were lysed in lysis buffer (Ambion). Total RNA was hybridized with capture and reporter probes according to the nCounter Gene Expression Assay Manual. Following washing, target/probe complexes were immobilized for data collection in the nCounter Digital Analyzer. Each experiment was repeated three times on independent occasions. Mean value ± SD for Pax6 and Noc was extracted from the normalized data.

### Cloning of Zebrafish pnocb and Functional Experiments

All zebrafish studies were performed with approval from the UK Home Office under a HO project license to C.H. Zebrafish pnocb was cloned by RT-PCR from 48 hpf embryo cDNA. pnoc or control MOs were injected at the one- to four-cell stage at a concentration of 1.8 ng/embryo. Embryos were grown at 28°C until the desired stage. For inhibition and rescue experiments, dechorionated embryos were incubated in appropriate compounds from 4 to 5 hpf until they had reached the desired stage.

## Accession Numbers

The Gene Expression Omnibus accession number for the microarray data reported in this paper is GSE48116.

## Supplemental Information

Document S1. Supplemental Experimental Procedures and Figures S1–S3

How the deposited data were processed for this re-analysis (not part of the article)

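The data are 10 Affymetrix chicken arrays, 1 per sample: 3 of aPPs, 3 of pPPs, 2 of cultured aPPs and 2 of cultured pPPs. Cultured explants were held in collagen for 5 hr. The authors extracted RNA with an Absolutely RNA kit, amplified and labelled it with NuGEN Ovation reagents, and calculated signals and detection calls with MAS5, whose version is not given in the sources used here. The deposited values are MAS5 signals, a linear intensity in arbitrary units, and the deposited detection calls are present, marginal or absent. The supplementary document with the array methods and Figure S1 was not used here.

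The plan, written before the data were examined, left the deposited signals unchanged if they were already scaled between arrays. They are not: the medians of the arrays lie between 6.2 and 21.3. The signals were therefore quantile normalized over the 10 arrays before 16 was added and log2 taken. The plan had named quantile normalization of the log2 values as an alternative, and the use of quantile normalization for the reported values was decided only after these levels had been seen. The other deposited table holds the same signals, so that the planned comparison of the 2 tables does not apply.

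Probe sets of the array controls were left out. Of the remaining 38439, the 21591 with a present call on at least 2 of 8 arrays were tested, and 16848 were not, of which 13373 had no present call at all. Between 44.7 and 50.2 percent of probe sets were present per array. The calls of 2 columns with the same name were not used. Gene symbols came from the platform annotation for 27168 probe sets and from gene descriptions for 84, while 11010 have none and 177 have several. No probe set carries the symbol of SIX4, CORT, PDYN, EMX1, KRT19 or RAX.

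Group differences were estimated with limma 3.58.1 in R 4.3.3, from 1 model of 4 group means on all 10 arrays with moderated variances that follow the intensity, and p-values were adjusted by the Benjamini-Hochberg method over all tested probe sets. The comparisons are aPP with pPP, each cultured group with its uncultured group, cultured aPP with cultured pPP, and the difference between the 2 culture responses. In the groups of 2 arrays the spread is shared with the other groups. Probe sets coregulated with Pax6 are those higher both in aPPs and in cultured pPPs than in pPPs. Gene lists written beforehand, 24 in number, were tested with camera of limma at a preset correlation of 0.01, with 1 probe set per gene, and again with an estimated correlation. A fold against a group with no present call is given as a lower bound. Single genes of the paper were also compared by exact two-sided permutation tests, whose smallest p is 0.1 for 3 arrays against 3 and for 3 against 2. These tests left out the pairing by set. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

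Genes were named by a rule set beforehand: each gene the paper names that has a probe set, the 10 largest increases and the 10 largest decreases of each comparison among called probe sets with 1 symbol and no overlap between groups, the 20 coregulated genes with the largest smaller difference, and up to 4 members with the largest change of each list described. The sets with a number pair aPPs with pPPs. The correlations of their departures from the group means were 0.439, 0.182 and 0.226 for sets 1, 2 and 3, and a model with the set number as a term was run as an alternative. This term also ties cultured arrays to uncultured arrays of the same set number. For sets 1 and 2 those correlations were -0.00805 and 0.0772 in aPPs and 0.0648 and -0.106 in pPPs.

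The alternatives set beforehand were other offsets, quantile normalization of log2 values, no filter and a stricter filter, variances without the intensity trend, the set number as a term, array weights, only the arrays compared, each array left out in turn, a 2-fold minimum, other definitions of coregulation, an estimated correlation and all probe sets per gene in the list tests, and the other probe sets of single genes. No normalization, scaling by the trimmed mean, a filter at the 40th percentile and list tests without the array labelled cultured pPP set 2 were chosen after seeing the data. The procedure was tested on simulated data, in which 81 of 100 probe sets changed 2-fold in cultured pPPs were called and 80 of 100 changed 2-fold in both comparisons were called coregulated. The changed probe sets were brighter than the median of those tested, so recovery of dim genes was not measured.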

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

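The tests of other tissue, array number, spread and sample labels below were chosen after the results were seen, and only the regrouping of the uncultured arrays was set in advance.

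The response to culture differed between pPPs and aPPs for 3 probe sets at an adjusted p under 0.05 from limma. SP8 rose in aPPs from 120.0 to 996 and had 1093 and 1332 in pPPs before and after culture, a difference in log2 response (pPP minus aPP) of -2.59 (adjusted p = 0.000514). FIBIN rose in pPPs, with a difference of 3.49 (adjusted p = 0.0195). A probe set without a gene symbol had 617 and 466 on the arrays labelled cultured pPP set 1 and set 2 and between 53.0 and 92.3 on all others, a difference of 2.43 (adjusted p = 0.0195). With the set number as a replicate block 15 probe sets passed, and 54 did without the array labelled cultured pPP set 2, against 30 without aPP set 1, 7 without pPP set 1 and 1 without aPP set 3, cultured aPP set 1, cultured aPP set 2 or the array labelled cultured pPP set 1.

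By camera, 8 gene lists differed in their response, given here as median log2 response of pPPs minus that of aPPs. Of their members only 1 passed the test alone, SP8 of the anterior placode list. The anterior placode and anterior ectoderm genes had -0.279 (adjusted p = 0.000575), neural plate genes -0.298 (adjusted p = 0.00277) and FGF targets -0.422 (adjusted p = 0.0325). Neural crest genes had 0.152 (adjusted p = 0.0315), nonneural ectoderm genes 0.348 (adjusted p = 0.000584) and mesoderm genes 0.562 (adjusted p = 0.0202). BMP targets had 0.791 (adjusted p = 0.00103) and retinoic acid targets 0.685 (adjusted p = 1.92e-05). With an estimated correlation the adjusted p of these lists lay between 0.17 and 0.385. The contrast is also the regional difference (aPP minus pPP) before culture minus that after it. Lists that differed before culture can therefore pass here, and this is not a separate result. Without the array labelled cultured pPP set 2 the neural crest, mesoderm and FGF lists did not pass (adjusted p = 0.0913, 0.122 and 0.103).

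The text of the paper names cultured aPPs among the populations compared and gives no separate array result for them. Against uncultured aPPs 801 probe sets passed the test (149 and 155 without cultured aPP sets 1 and 2, and 34 without normalization), and against cultured pPPs 50 passed it (83 with the replicate block).

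Of 12 mesendoderm and endoderm genes 3 were higher in aPPs than in pPPs and 1, FRZB, was lower (camera adjusted p = 0.000584, and adjusted p = 0.276 with an estimated correlation). A lower share of ectoderm in the aPP dissections alone would lower ectoderm genes. The nonneural ectoderm list had a median log2 difference of 0.418 and the neural plate list one of -0.187 (camera adjusted p = 2.34e-06 and 0.00107, and 0.21 and 0.273 with an estimated correlation). These lists may differ between regions of the ectoderm itself, so they cannot decide on its share. Mesendoderm or endoderm tissue in varying amounts in the aPP dissections may account for the higher mesendoderm genes. After removal of the group means the genes of that list varied together with a mean correlation of 0.252, against a 95th percentile of 0.134 for 1000 random lists. HHEX had 926, 222 and 1391 in aPP sets 1, 2 and 3 and APOA1 112, 36.4 and 574. SST1, which the paper places in the mesendoderm under aPPs, had 464, 220 and 259. Each of these genes was lowest in set 2. For SST1 set 1 lay above set 3, unlike for HHEX and APOA1, but 3 arrays cannot set SST1 apart from them. Expression of these genes in the ectoderm itself was not tested.

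Before culture 408 probe sets differed between the regions and after culture 50. Of the 10 ways to part the 6 uncultured arrays in groups of 3, only 1, the real one, called 408, the highest other called 2, and splits this few cannot give a share under 0.05. The 9 choices of 2 aPP and 2 pPP arrays called 123 to 468. With the arrays as labelled, this argues against the smaller number of cultured arrays as the whole cause. The count after culture depends on the array labelled cultured pPP set 2, so the argument holds only if that array belongs in its group. The median residual SD of the cultured groups was 0.805 times that of the uncultured ones. An SD from fewer arrays has a lower median by itself, so this ratio cannot decide whether the spread was greater. By group the median was 0.108 in cultured aPPs and 0.17 in cultured pPPs, against 0.208 in aPPs and 0.187 in pPPs. The count after culture was 10, 12 and 8 without cultured aPP set 1, cultured aPP set 2 and the array labelled cultured pPP set 1, and 137 without the array labelled cultured pPP set 2. A convergence of the 2 regions in culture may account for the fall. The difference in response tests for each probe set whether the regional difference changed, and only 3 of 21591 probe sets passed. The fall from 408 to 50 called probe sets is not itself a test of convergence.

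The array labelled cultured pPP set 2 lay closer to the cultured aPP arrays (correlations 0.984 and 0.985) than to cultured pPP set 1 (0.979). The idea that it is a mislabelled cultured aPP sample is argued against by the probe sets higher in pPPs, whose mean log2 signal was 0.557 above the higher cultured aPP array, while the cultured aPP arrays differed by 0.059. Cultured pPP set 1 may instead depart from all arrays, since it correlated less than set 2 with 8 of the 8 arrays of the other groups. No biological explanation was tested.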

How the results depend on the processing

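The alternatives named in the processing summary as chosen after seeing the data are no normalization, trimmed-mean scaling, the 40th percentile filter and list tests without 1 array. For 124 pairs of a named gene and a comparison, 113 of them past the threshold, the alternatives gave 2508 values on the same side of the threshold, 216 weaker ones, 6 stronger ones and 1 reversed one. The reversed one is SST1 in cultured pPPs against pPPs, with a log2 difference of 0.00281 without pPP set 1 against -0.28, in a range of -0.47 to 0.00281 over arrays left out in turn, and it passed the test in none of them. Quantile normalization of the log2 values, trimmed-mean scaling and the replicate block by set number changed none of these 124 calls.

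No normalization weakened 78 of the 124 calls. Under it the counts of probe sets by limma were 58 for aPP against pPP (42 higher and 16 lower, against 254 and 154), 18 for cultured pPP against pPP, 34 for cultured aPP against aPP (14 and 20, against 454 and 347), 0 for cultured aPP against cultured pPP (178 at an unadjusted p under 0.05), 0 for the difference in response (150 unadjusted) and 2 coregulated. The median log2 difference of all tested probe sets was then -0.194 in cultured aPPs and -0.196 in cultured pPPs, against -0.00132 and -0.00986. Trimmed-mean scaling gave 418 higher and 526 lower in cultured aPPs. Without the filter the counts in the same order were 251, 516, 508, 28, 1 and 41, and with a 2-fold minimum the first 3 were 240, 385 and 388.

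With the replicate block the counts were 569, 1170, 1132, 83, 15 and 119. List calls lost under it were mesendoderm in cultured pPPs (adjusted p = 0.149), cell cycle in cultured aPPs (0.0827) and immediate early genes between cultured groups (0.0708), and neural plate genes in cultured pPPs gained one (0.0388). Array weights gave 1614 for cultured aPP against aPP, 80 between cultured groups and 7 for the difference in response. Between cultured groups offset 1 gave 31, no intensity trend 31 and only the arrays compared 84. For the difference in response offset 1 gave 1, offset 64 gave 10 and the 40th percentile filter 12. Other definitions of coregulation gave 269 (2-fold group means without a test), 29 (larger p) and 132 (correlation with PAX6). Of 120 list tests 47 passed, and 0 with an estimated correlation (22 at an unadjusted p under 0.05), 54 with all probe sets per gene, 42 with trimmed-mean scaling and 51 without normalization. Gained were, among others, heat shock in cultured pPPs and aPPs with trimmed-mean scaling (adjusted p = 0.0265 and 0.0286), anterior placode in cultured aPPs (0.00834) and immediate early genes in cultured pPPs (0.00834) with all probe sets, and the response difference of mesendoderm without normalization (9.42e-05).

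Each array left out in turn gave 180 to 427 for aPP against pPP (180 without pPP set 2, 219 without aPP set 3), 164 to 980 for cultured pPP against pPP (164 without cultured pPP set 1, 415 and 547 without pPP sets 2 and 3), 149 to 860 for cultured aPP against aPP (149 and 155 without cultured aPP sets 1 and 2), 8 to 137 between cultured groups (8 and 137 without cultured pPP sets 1 and 2, 10 and 12 without cultured aPP sets 1 and 2), 1 to 54 for the difference in response (54 without cultured pPP set 2) and 23 to 76 coregulated (23 without cultured pPP set 1, 33 without pPP set 2). A group left with 1 array is assumed to vary like the others, and fewer arrays lower a count by themselves. The cause of the other changes was not tested. Signals near background limit dim genes, and 13373 probe sets had no present call.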

Differences from the paper's values

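The paper reports 136 transcripts coregulated with Pax6, and 74 probe sets were found here. The text of the paper states neither thresholds nor a definition. Of the alternatives set before the data were examined, 119 with the replicate block and 132 by a correlation of at least 0.9 with the PAX6 probe set lie within 1.5 times the paper's value, and 9 of these 132 are among the 74. The other alternatives do not: offsets 1 and 64 (73 and 53), quantile normalization of the log2 values (74), no filter (41), the stricter filter (74), no intensity trend (60), array weights (66), only the arrays compared (57), each array left out in turn (23 to 76), unadjusted p with a 2-fold minimum (62), 2-fold group means without a test (269), the larger p (29) and the definition with cultured aPPs (70). Without normalization, chosen after seeing the data, the count is 2.

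The paper counts 4 signaling molecules among these transcripts, and 3 were found here. Here they were picked by gene symbol, so the 19 coregulated probe sets without a symbol could not be counted. The text of the paper does not state how its 4 were chosen. With offset 1, with the replicate block or without aPP set 1 the count is 4. It is 2 with offset 64, without the filter or without the array labelled cultured pPP set 2, 1 without pPP set 2, without the array labelled cultured pPP set 1 or by the larger p, 9 by 2-fold group means without a test and 0 without normalization, where limma called 2 coregulated probe sets in all. By correlation with PAX6 the count is 2 and does not include PNOC. JAG2, a Notch ligand named after its values were seen, is the one added, and it had log2 differences of 1.39 between aPPs and pPPs (adjusted p = 0.00409 from limma) and of 0.93 between cultured pPPs and pPPs (adjusted p = 0.0637 from limma). The paper describes Pax6 as confined to aPPs and the SST receptor as enriched there. On the arrays PAX6 was higher in aPPs by a log2 difference of 0.87 (adjusted p = 0.156 from limma) and SSTR5 by 0.44 (adjusted p = 0.354 from limma). Neither passed limma with p adjusted over all tested probe sets under any setting run, although each aPP array lay above each pPP array. This leaves out the adjustment over a gene list alone, by which 3 of the 8 neuropeptides and receptors were higher in aPPs. Chance separates 3 arrays from 3, in one order or the other, in 10% of cases if the pairing by set is left out. The paper places SST in the mesendoderm under aPPs, and SST1 was higher in the aPP samples (2.07). PNOC (log2 difference 1.57) was higher in aPPs and GBX2 (-0.99) was lower, and PAX6 (2.13) and PNOC (1.76) were higher in cultured than in uncultured pPPs, as the paper describes. The other tested probe set of PNOC passed in neither comparison (log2 differences 1.27 and 0.67, adjusted p = 0.0755 and 0.378 from limma).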

Other observations

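Cultured aPPs had 454 probe sets higher and 347 lower than uncultured aPPs, together 801. The split was 418 and 526 with trimmed-mean scaling and 14 and 20 without normalization. Without arrays of embryos 5 hr older, the change cannot be credited to culture alone. PSPH rose from 57.7 to 1381, and SP8 rose 7.39-fold with the offset added. PROX1, a homeobox gene of the lens, rose with a log2 difference of 2.21 (adjusted p = 0.000123 from limma). PAX6 rose from 64.5 to 365, a log2 difference of 2.30 (adjusted p = 0.000596 from limma), and did not pass without normalization (adjusted p = 0.132 from limma). Of 12 retinoic acid targets 4 fell and none rose (5 fell and 1 rose when adjusted over the list alone; camera adjusted p = 0.000575, and adjusted p = 0.21 with an estimated correlation), among them CYP26A1, an enzyme that degrades retinoic acid, from 588 to 85.4. Of 25 genes of the unfolded protein and amino acid response 8 rose and 1 fell (11 and 1 when adjusted over the list alone; camera adjusted p = 1.32e-06, and adjusted p = 0.079 with an estimated correlation), and of 22 sterol genes 6 rose and none fell (12 when adjusted over the list alone; camera adjusted p = 2.34e-06, and adjusted p = 0.17 with an estimated correlation). Of 21 immediate early genes 4 rose and none fell (7 rose and 2 fell when adjusted over the list alone; camera adjusted p = 0.0118, and adjusted p = 0.17 with an estimated correlation). Of 12 mesendoderm and endoderm genes none passed alone, and 5 were lower when adjusted over the list alone (camera adjusted p = 0.00254, and adjusted p = 0.305 with an estimated correlation). Of 18 neural crest genes 4 rose and 1 fell (6 and 1 when adjusted over the list alone; camera adjusted p = 0.00758, and adjusted p = 0.17 with an estimated correlation). The hypoxia list, with none of 27 genes past the test, and the cell cycle list, with 2 of 33 up and none down (2 and 2 when adjusted over the list alone), were lower by camera (adjusted p = 0.032 and 0.0325, 0.0827 for cell cycle with the replicate block, and adjusted p = 0.325 for both with an estimated correlation). These 2 lists did not pass with trimmed-mean scaling (adjusted p = 0.371 and 0.343) or without normalization (adjusted p = 0.41 and 0.891). The responses of aPPs and pPPs, which share no arrays but have uncultured arrays paired by set, had 197 probe sets up in both, 119 down in both and 1 in opposite directions, where independent lists would share 10.2 and 5.88.

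After culture some regional differences were still called. ZIC2 had 106 in cultured aPPs and 715 in cultured pPPs, CYP26A1 85.4 and 625, and DRAXIN 51.3 and 280, with log2 differences of -2.68, -2.66 and -2.13 (adjusted p = 0.000981, 9.04e-05 and 0.000281 from limma). Without normalization none of these genes passed the test. Of 13 anterior placode genes 1 was higher in cultured aPPs and none lower (5 higher when adjusted over the list alone; camera adjusted p = 6.23e-06, and adjusted p = 0.156 with an estimated correlation). Of 18 neural crest genes 4 were lower and none higher (5 lower and 1 higher when adjusted over the list alone; camera adjusted p = 1.92e-05, and adjusted p = 0.079 with an estimated correlation). Camera also called the general placode (adjusted p = 0.0267), mesendoderm (0.0207), immediate early (0.0464, and 0.0708 with the replicate block) and paper's gene lists (0.0315) higher in cultured aPPs, and the retinoic acid (0.0325) and sterol lists (0.0306) lower, and none of these passed with an estimated correlation (adjusted p = 0.225 to 0.385) or without the array labelled cultured pPP set 2 (adjusted p = 0.0539 to 0.253). Of the genes the paper names, a list the study chose, 1 was higher and 2 were lower, and the list did not pass without normalization (adjusted p = 0.0733). Of the 254 probe sets higher in aPPs before culture, 205 had the same direction after it and 5 were called, and of the 154 higher in pPPs, 132 and 19. Their median log2 differences went from 1.15 to 0.302 and from -0.998 to -0.369. They were picked for the difference before culture, so that part of this shrinkage comes from the choice.

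Between uncultured aPPs and pPPs, the remaining lists gave these results by camera. Of 18 neural crest genes 4 were lower in aPPs and 1 was higher (4 and 1 when adjusted over the list alone; adjusted p = 0.0118, and adjusted p = 0.17 with an estimated correlation). Of 13 general placode genes 1 was higher (5 when adjusted over the list alone; adjusted p = 0.00742, 0.131 with all probe sets per gene, and adjusted p = 0.276 with an estimated correlation), and of 33 matrix and adhesion genes 2 (7 higher and 1 lower when adjusted over the list alone; adjusted p = 0.0294, 0.0516 with trimmed-mean scaling, 0.0768 without normalization, and adjusted p = 0.276 with an estimated correlation). No sterol or cell cycle gene passed alone (adjusted p = 0.00413 and 0.00742 by camera, lower in aPPs, and adjusted p = 0.305 and 0.276 with an estimated correlation). Anterior placode (adjusted p = 0.37), otic and epibranchial (0.11), lens (0.114), retinoic acid (0.11), Wnt (0.476), immediate early (0.548), heat shock (0.695), hypoxia (0.204), unfolded protein (0.641) and housekeeping lists (0.559) did not pass, nor did the genes the paper names (0.417), a list the study chose. Of these the retinoic acid list passed without normalization (0.00252) and the genes the paper names with all probe sets per gene (0.0396).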
